A study of Arabidopsis thaliana with 6 samples.

How the data were processed

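RNA sequencing was carried out on dissected roots of Arabidopsis thaliana seedlings of the Col-0 ecotype at 5 days, in 3 wild-type libraries and 3 libraries of the hb13 mutant. Per the labels' protocols, polyadenylated RNA was isolated, directional (strand-preserving) libraries were made and single-end reads were sequenced on an Illumina instrument. Samples were placed in the 2 genotypes by their titles, which also number the biological replicates 1 to 3 in each genotype.

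The data are 1 table of the authors' own comparison of the 2 genotypes, with 708 entries and no value for a single library. Per the file headers, each entry has a gene identifier, a value for the wild type, a value for the mutant, a log2 fold change and a q-value. The 2 expression columns were read as a normalized expression signal with 1 value per genotype in the deposited table. Their scale is not named in the file header or the labels, so they are called expression values here and are compared only between the 2 genotypes within an entry or ranked within the table. The log2 fold change deposited by the authors equalled the log2 of the mutant value over the wild-type value to within 1.02e-05 for the 706 entries that had one. In the other 2 entries the mutant value was 0 and the fold-change cell held a spreadsheet error text. The q-value column deposited by the authors ran from 0.00246 to 0.05, so the table holds entries that passed a q threshold of 0.05. The aligner, the genome build, the annotation, the counting rule, the normalization, the test and the adjustment are named in neither the file header nor the labels.

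Values per library were not analysed here, so no mean ± SD, no test between genotypes and no confidence interval on an expression value could be computed. The planned limma fit, or its count-based counterpart, was replaced by the form of analysis fixed before the data were examined for a table of this kind, in which the authors' values are described. The sequencing depth per library is unknown, and with it the precision of each expression value. Processing choices of the authors that could move the numbers, such as how reads from overlapping genes were assigned or how values were scaled between genotypes, could not be changed.

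Entries were counted by direction, with the 2 entries at 0 in the mutant counted as lower. Genes were named by a rule fixed before the data were examined, namely the mutated gene and any listed member of the HD-ZIP class I family, then the 5 entries with the largest log2 fold change upward and the 5 with the largest downward among those with a q-value under 0.05 and a mean of the 2 genotype values of at least 1. Other genes were named after their values were seen, and this is said where they appear. Gene symbols and gene types were taken from the RefSeq annotation of assembly TAIR10.1 by locus tag, which matched 695 of the 708 entries. The 13 unmatched entries were 5 that name 2 loci each, 7 single organelle loci and 1 nuclear locus. The annotation was used for symbols, for which genes neighbour or overlap each other, and for the exon length and GC content of each gene. Its coordinates are not printed because the build behind the table is not stated.

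Alternatives that could be tried on the table were a stricter q-value of 0.01, an absolute log2 fold change of at least 1, and minimum mean expression values of 1 and 5, the last pair chosen after the table was seen. Directions were compared between sets of listed genes with Fisher's exact test or by permuting directions, with 10000 or 100000 permutations. These tests treat genes as the unit. Genes are not independent replicates, so the p-values describe this table and not a population of plants. Benjamini-Hochberg adjustment was applied within each family of tests, except that shares from matched random lists are unadjusted. For the genes named by the rule and the 2 entries at 0, every 100-base stretch inside an exon was searched for in the rest of the genome on both strands. The step check of the q-values was tested on 100 simulated tables with 17000 tested genes each, and it recovered the number of tested genes in 100 of them. Removing 1 row at random was detected in 100 of the 100 tables. The direction test called 30 of 1000 random lists of 12 genes at a p-value under 0.05. Directions were permuted for this check, so a low rate follows from its construction. The check does not cover genes that change together, and the tested lists had other sizes. Computations used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and the plot was drawn with matplotlib 3.10.9.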

Results

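Transcript levels were compared between roots of wild-type and hb13 mutant seedlings of Arabidopsis thaliana at 5 days, with 3 libraries of each genotype. Col-0 is the standard laboratory accession of this plant. HB13 (AT1G69780) encodes a transcription factor of the homeodomain-leucine zipper (HD-ZIP) class I family. The series accompanies TuxNet, a program that processes RNA sequencing data and infers gene regulatory networks, and the comparison asks which root transcripts differ in level when HB13 is mutated. The authors' deposited table gave 1 expression value per gene and genotype, with a log2 fold change of mutant over wild type and a q-value. It held no value per library, so the spread between replicates cannot be given for any gene, and whether a difference exceeded that spread rests on the authors' q-value. The read depth per library is unknown and the scale of the expression values is not stated.

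The authors' deposited table listed 708 entries, of which 703 named 1 locus and 5 named 2 loci together. Among the entries that matched the RefSeq annotation, 684 were protein-coding genes, 3 were long non-coding RNA genes, 2 were other non-coding RNA genes, 1 was a microRNA gene and 5 were pseudogenes of the 2 annotated kinds. Across entries, wild-type expression values in the authors' deposited table ranged from 0.269 to 3878 with a median of 16.5, and mutant values ranged from 0 to 5482 with a median of 19.4.

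The mutated gene was examined first, because its level checks the genotype labels. HB13 was not among the entries of the table, and neither were the other 16 HD-ZIP class I genes of a list of 17 fixed before the data were examined. No fold change or q-value for HB13 or its family is therefore reported, and the genotype labels could not be checked against the level of the mutated transcript.

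Of the 708 entries in the authors' deposited table, 394 (55.6%) were higher in the mutant and 314 (44.4%) were lower. The Wilson 95% confidence interval of the share that was higher ran from 52.0% to 59.3%, which covers counting error over the listed entries only. The alternative that moved the count of listed entries most was a minimum absolute log2 fold change of 1, which kept 169 entries, with 88 higher and 81 lower, the 2 entries at 0 in the mutant included. Most changes were small. The median log2 fold change in the authors' deposited table was 0.68 among the entries that were higher and -0.76 among the 312 lower entries that had a fold change. The smallest absolute log2 fold change in the authors' deposited table was 0.37, so multiplying all values of 1 genotype by a common factor would reverse no direction unless it shifted the log2 scale by more than this. An absolute log2 fold change of at least 2 was found in 19 of the 706 entries with a fold change in the authors' deposited table, 11 higher and 8 lower, the 2 entries at 0 not included.

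The q-values in the authors' deposited table took 42 distinct values. The smallest, 0.00246, was shared by 342 entries, 182 higher and 160 lower in the mutant. These entries cannot be ranked against each other by q-value.

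**Figure D1:**
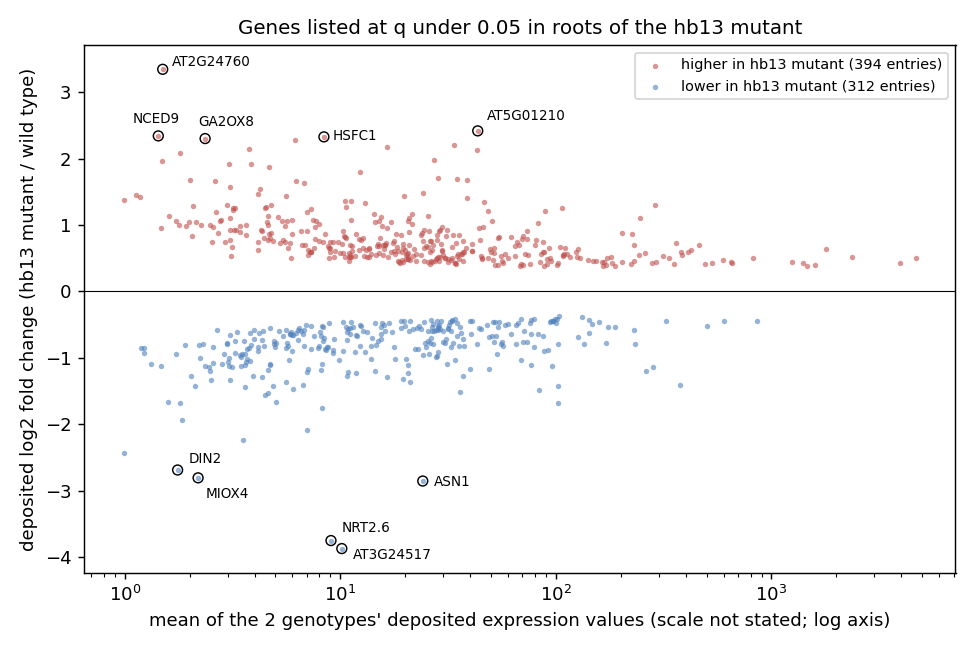
Deposited log2 fold change of hb13 mutant over wild type (vertical axis) against the mean of the expression values of the 2 genotypes (horizontal log axis, scale not stated), with 1 point for each of the 706 entries that had a fold change. Circled points are the 10 genes named by the rule, and no point lies within 0.37 of a log2 fold change of 0.

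Every entry had been selected at a q-value under 0.05, and a low expression value generally needs a larger change to pass, so the size of the listed changes is not independent of the expression value. This relation is seen in the plot of fold change against expression value. The 236 entries with the lowest mean values, from 0.988 to 9.28, had a median absolute log2 fold change of 0.93 in the authors' deposited table. In the authors' deposited table the middle group of 235 entries had a median of 0.65 and the 235 entries with the highest mean values had a median of 0.57. The smallest absolute change in the authors' deposited table fell in the same order, from 0.48 to 0.41 and 0.37. In the lowest group 110 of 236 entries (46.6%) were higher in the mutant, against 142 of 235 (60.4%) in each of the other groups. A permutation test of directions over the 3 groups, chosen after the shares were seen, gave p = 0.0023 with 100000 permutations. The 2 entries at 0 in the mutant have no fold change and are not in these groups.

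Among the 5 genes named by rule for the largest increases, the pseudogene AT2G24760 rose most. The authors' deposited table gave this pseudogene, AT2G24760, an expression value of 0.269 in the wild type and 2.73 in the mutant, a log2 fold change of 3.34 with a q-value of 0.0267. It was the 1 gene of the 10 named that did not pass a q-value of 0.01, and in the annotation it overlaps AT2G24755, a long non-coding RNA gene on the opposite strand with a log2 fold change of -1.52 in the authors' deposited table. The other 9 genes each had the smallest listed q-value, 0.00246, in the authors' deposited table. AT5G01210 rose from an expression value of 13.7 to 73.1 in the authors' deposited table, a log2 fold change of 2.42. NCED9 (AT1G78390) had values of 0.472 and 2.39 in the authors' deposited table, a log2 fold change of 2.34. For HSFC1 (AT3G24520) the authors' deposited table gave 2.79 in the wild type and 13.997 in the mutant, a log2 fold change of 2.33. GA2OX8 (AT4G21200) had 0.796 and 3.92 in the authors' deposited table, a log2 fold change of 2.30.

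Among the 5 genes named by rule for the largest decreases, AT3G24517 had the largest log2 fold change downward. The expression value of this protein-coding gene in the authors' deposited table was 19.0 in the wild type and 1.30 in the mutant, a log2 fold change of -3.87. The 2 entries at 0 in the mutant have no fold change and are outside this ranking. AT3G24517 and HSFC1 both overlap AT3G24518, which lies between them in the annotation, and AT3G24517 also overlaps AT3G24514 on the opposite strand. How reads from overlapping genes were assigned is not stated. NRT2.6 (AT3G45060), a member of the nitrate transporter family NRT2, followed with 16.8 and 1.25 in the authors' deposited table, a log2 fold change of -3.75. ASN1 (AT3G47340) had 42.4 and 5.86 in the authors' deposited table, a log2 fold change of -2.85. For MIOX4 (AT4G26260) the authors' deposited table gave 3.83 and 0.547, a log2 fold change of -2.81. DIN2 (AT3G60140) had 3.05 and 0.472 in the authors' deposited table, a log2 fold change of -2.69. The unknown assignment of reads also bears on AT5G01210, which overlaps AT5G01215, and on ASN1, which overlaps AT3G47341, both on the opposite strand. Of the 10 genes, 5 had a value under 1 in 1 genotype in the authors' deposited table, and without counts the error of such a value, and of the fold change that rests on it, is unknown.

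The non-coding RNA genes AT1G23052 and AT2G01422, named after their values were seen, were listed at 0 in the mutant in the authors' deposited table, against wild-type values of 7.18 and 2.004. Both had a q-value of 0.00246 in the authors' deposited table. No fold change is given for them, and without counts the level that a 0 allows is unknown. AT1G23052 overlaps AT1G23050 on the opposite strand in the annotation. For all 10 named genes and these 2, none of the 100-base exon stretches occurred elsewhere in the genome, from 303 stretches in AT3G24517 to 2396 in AT2G24760, so exact copies of that length were not a source of shared reads in this assembly.

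By the chromosome in the locus identifier, 182 entries of the authors' deposited table lay on chromosome 1, 116 on chromosome 2, 142 on chromosome 3, 109 on chromosome 4 and 151 on chromosome 5. A further 6 were plastid entries and 2 were mitochondrial.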

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

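No paired analysis was possible because the table has no value per library, although the labels number the replicates alike in both genotypes. For the same reason, leaving out each replicate, another pseudocount, rescaling each library, another test and the fits on counts were not run. HB13 and its family have no alternative values because the table does not list them.

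At a q-value under 0.01, 432 of the 708 entries were left, 238 higher and 194 lower in the mutant. With an absolute log2 fold change of at least 1, 169 were left, 88 higher and 81 lower, counting as changed the 2 entries at 0 in the mutant. Both alternatives can only remove entries from a list already selected at a q-value of 0.05, so the smaller counts follow from their construction. The share of entries higher in the mutant was 55.1% and 52.1% under these, against 55.6% in the whole table, and 58.0% at a mean value of at least 5. These subsets are nested in the whole table. At an absolute log2 fold change of at least 1 the share had a Wilson 95% interval of its own from 44.6% to 59.5%, so an excess of higher entries was not shown there. Minimum mean values of 1 and 5, chosen after the table was seen, left 706 and 566 entries.

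Of the 10 genes named by the rule, 9 were also under a q-value of 0.01, and AT2G24760 was not. Among the counts for the gene lists described under the other observations, 6 fell by more than 1.5 times under these alternatives and 14 did not. Of the counts that fell, 3 were for the iron deficiency genes and none for the carbon starvation genes. The copper deficiency genes and the type-A response regulators each fell from 6 to 3 at an absolute log2 fold change of at least 1. The nitrate genes that were lower fell from 2 to 1 at a mean value of at least 5. The unknown depth limits most the genes with low values, such as the 5 of the 10 named genes with a value under 1 in 1 genotype, whose fold changes have no error.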

Other observations

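The tests of the 3 expression groups in the results, the q-value steps, missing rows, neighbouring genes, overlapping genes and chromosomes were chosen only after the results they measure were seen, and the gene lists were written after the largest changes had been seen. None of the other tests was in the plan fixed before the data were examined. All of these tests use genes as the unit, so their p-values describe this table, and no per-library value bears on any of them.

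The q-values carry more information than their number of levels. When each of the 42 distinct values was multiplied by its rank, the number of entries at or below it, the products were whole multiples, 1 to 42 with none skipped, of the product at the smallest q-value, 0.842. The largest distance from a whole multiple was 4.56e-05, where evenly spread ratios would have a typical distance of 0.25. This is what Benjamini-Hochberg adjustment gives for p-values that come in equal steps. If the step were 5e-05, an assumption that neither the header nor the labels state, the number of tested genes would be 16845. Each of the 42 levels gives the same number because the products are whole multiples, so their agreement does not support that step. The table would then hold 4.20% of the tested genes. The 342 entries at the smallest q-value would all sit at the smallest p-value the test could give. Under that reading their q-values would be an upper limit set by the resolution of the test.

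The same steps bear on HB13. Rows missing from the list would have moved the ranks, and in simulated tables removing 1 row broke the steps in 100 of 100 tables. In the data, 0 of the 42 levels lay off the steps, which argues against rows missing from the table as the reason HB13 and its family are not listed. What stays open, untested, is that HB13 transcript was present at a level not called different in the mutant, that it was not tested, or that the lesion leaves a transcript. A change in the genes around HB13, as variants or an insertion linked to the locus could give, was also looked for. Within 50 annotated genes on either side of HB13, 0 were listed, so 100% of the 37399 windows of that size had as many. Windows with none made up 23.0%, and the median window had 2, so a count of 0 is ordinary. No listed gene there points to a linked effect, and the count does not exclude one.

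Several of the largest decreases belong to genes known to rise when sugar is short, so a list of 30 such genes was written from general knowledge, together with 4 others, and directions were tested within the table. Of the 30 carbon starvation genes, 16 were listed and 16 were lower in the mutant, with log2 fold changes from -2.85 to -0.49 and a median of -1.35 in the authors' deposited table (one-sided Fisher's exact test against the other listed genes, p = 1.8e-06, adjusted over 5 lists 9.01e-06). Because 9 of these had been seen first, the 7 others were tested alone, and 7 of 7 were lower, against 273 of 636 other entries not seen (42.9%; one-sided Fisher's exact test, p = 0.00284, adjusted 0.0142). GC content or transcript length as the cause is argued against, since random listed genes matched on both with these 7 had as many lower members in a share of 0.0048 of 10000 draws. The draws were not matched on expression value, though 14 of the 16 had a mean value of at least 5. Highly expressed members moved too, with AT3G15450 at 546 in the wild type and 205 in the mutant and ERD5 (AT3G30775) at 390 and 177 in the authors' deposited table. A candidate explanation is a lower carbon starvation response in the mutant roots. An effect of the mutation, and a difference in growth, light or hour of harvest between the genotypes' plates, both stay open and were not tested.

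Iron and copper genes moved apart. Of 30 iron deficiency genes, 8 were listed and 8 were lower, including IRT1, FRO2, bHLH39 and OPT3, with a median log2 fold change of -0.96 in the authors' deposited table (Fisher's exact test, p = 0.00142, adjusted 0.00356). The 5 not seen first were all lower (Fisher's exact test, p = 0.0153, adjusted 0.0384), and random lists matched with these 5 did as well in a share of 0.0073, which argues against GC content or length. The random lists were not matched on expression value. Lower entries were more common in the group with the lowest mean values, so expression value as the cause stays open for the iron genes. The iron count depended on the alternatives, falling from 8 to 5 at a q-value under 0.01, to 3 at an absolute log2 fold change of at least 1 and to 3 at a mean value of at least 5. Of 10 copper deficiency genes, 6 were listed and 6 were higher, including FSD1, COPT2 and MIR408, with a median of 1.06 in the authors' deposited table (Fisher's exact test, p = 0.0292, adjusted 0.0365). The copper count also depended on the alternatives, falling from 6 to 3 at an absolute log2 fold change of at least 1. It was 5 at a q-value under 0.01 and 6 at a mean value of at least 5. The 5 not seen first were all higher, but 5 of 5 gave only p = 0.0567 by Fisher's exact test (adjusted 0.0944), the smallest that 5 genes allow here. Lists matched with these 5 did as well in a share of 0.0685, so GC content or length stays open for the copper genes. A shared response to iron is thus a hypothesis that the genes not seen first went with, and a shared response to copper may or may not hold. Reads shared between similar genes were not tested for the NAS genes or for FRO4 and FRO5, so these may not be independent members.

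Type-A response regulators, which rise with cytokinin, were higher in 6 of the 6 listed from 10, with log2 fold changes from 0.60 to 1.71 in the authors' deposited table (Fisher's exact test, p = 0.0292, adjusted 0.0365). Their count fell from 6 to 3 at an absolute log2 fold change of at least 1. It was 5 at a q-value under 0.01 and 5 at a mean value of at least 5. The 3 not seen first were also higher, but 3 of 3 cannot give a p-value below 0.179 here (adjusted 0.224), and random lists matched with these 3 did as well in a share of 0.089, so a shared response and an effect of GC content or length both remain open. Of 11 genes for nitrate transport and reduction, 3 were listed. NRT2.6 and NRT2.3 were lower and NIA1 was higher (Fisher's exact test, p = 0.415, adjusted 0.415), and the 1 gene not seen first went the other way (p = 1 for the direction and for the matched lists), so no shared direction was shown.

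All 8 organelle entries, 6 plastid and 2 mitochondrial, were higher in the mutant, by log2 fold changes from 0.42 to 1.12 with a median of 0.57 in the authors' deposited table (two-sided Fisher's exact test against the other entries, p = 0.0103). Organelle transcripts are mostly not polyadenylated and reach a poly(A)-selected library by carry-over, so uneven carry-over between libraries may explain a shift of all of them in 1 direction. A real rise in organelle transcripts predicts the same outcome, so the 2 cannot be told apart from this table.

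AT3G24517 and HSFC1, which lie on either side of AT3G24518, moved in opposite directions, as did the overlapping pair AT2G24755 and AT2G24760. Reads assigned to the wrong gene could give this only if their assignment differed between the genotypes. A fixed share of wrongly assigned reads would instead pull both genes the same way. Across the 38 pairs of listed genes that are next to each other in the annotation, 12 were opposite, against a median of 19 when directions were permuted, and a share of 0.995 of 10000 permutations had as many. Neighbours had the same direction in 26 pairs, more than chance gave (0.0163 of permutations had as few opposite pairs). Reads shared between similar neighbours can also push both the same way, so these counts do not decide whether reads were shared. Of the 4 pairs that overlap, 3 were opposite, against 9 of the 34 other pairs (one-sided Fisher's exact test, p = 0.0842). Those 3 are AT2G24755 with AT2G24760, AT2G47020 with MIR408, and AT2G41640 with AT2G41650. With 4 pairs, read assignment and a real change cannot be told apart for overlapping genes.

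Directions differed between chromosomes. On chromosome 1, 117 of 182 entries (64.3%) were higher in the mutant, against 269 of 518 (51.9%) on the other nuclear chromosomes, with chromosome 3 lowest at 47.9%. A share of 0.0232 of 10000 permutations of the directions over the 5 chromosomes gave as large a difference. That share is likely too small, because neighbouring genes tend to go the same way and were permuted as if independent, and the test was prompted by the difference itself, so chance stays open. An extra copy of chromosome 1 is argued against by 18.8 listed entries per 1000 annotated genes there, against 17.9 to 18.7 on the others, and by the 65 lower entries.

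The larger number of higher than lower entries was set against sequence properties for the 695 entries (98.2%) with a value. Higher entries had a median GC content of 41.4% and lower entries 40.6% (two-sided permutation test of the means, 100000 permutations, p = 0.104, adjusted 0.104). Median transcript length was 1560 and 1724 bases (permutation test on the log2 scale, p = 0.0268, adjusted 0.0535). Neither passed the correction over the 2 tests, and neither bias can be excluded.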
